A study of Lachancea kluyveri with 16 samples. Its data were reported in "Plastic Rewiring of Sef1 Transcriptional Networks and the Potential of Nonfunctional Transcription Factor Binding in Facilitating Adaptive Evolution" (2021).

How the data were processed

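Transcript levels were measured in 4 groups of 4 cultures each, WT and SEF1-VP16 in media labelled YPD and YPGly, with 1 array per culture. The authors labelled cDNA with a fluorescent dye, hybridised it to custom Agilent arrays, scanned these with an extended dynamic range, and extracted spots with Agilent's Feature Extraction software. The deposited scanner files give, per the file headers, an intensity for each spot: a processed signal, from which background had been subtracted and, according to the methods of the study, a spatial trend removed, and the median pixel intensity of the spot and of its local background. The authors also deposited a table of log2 values of the same arrays, made by scaling each array to its 75th percentile. It was set against the scanner files, and each of its columns differed from the log2 processed signal of the same array by 1 constant, to within 3.36e-06. That constant minus the log2 75th percentile computed here lay between −0.00746 and −0.00296, and 10620 of 10680 probes of the table were matched to gene probes by name.

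Each array held 11156 spots, of which 10620 were gene probes, 459 positive controls and 77 negative controls. Control spots were left out. Between 0 and 77 gene probes per array were marked as outliers by the extraction software, 332 in all and 172 among the probes used, and these values were treated as missing. Set tests filled them with the group mean. The log2 processed signal minus the array's 75th percentile was the normalised value. Of 5316 genes with a probe, 5267 were tested because their probe was well above background on all arrays of at least 1 group, and 5255 of these had 2 probes. For each gene the probe with the higher mean over all 16 arrays was used. The study also took the brighter probe, but from a fixed list of probes, which was not used here. The array design names 62 gene probes as cross-hybridising with another gene, and such a probe was the one used for 33 genes. Of the genes tested, 1050 had an ortholog name. Names came from the study's lists of genes bound by Sef1 or changed in its comparisons. Most genes therefore have no name here whether or not they have an ortholog, and marker and ribosomal protein genes, found by name, are incomplete classes drawn from those lists. A full table of orthologs was not used here. A gene not well above background on any array of a group has only a bound there: the mean of the brighter group was set against the mean, over the arrays of the dim group, of the higher of its own signal and the lowest signal well above background, all as normalised log2 values, and the result is given as at least so many fold.

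Strains were compared within each labelled medium and media within each strain, and the strain effect where labelled YPGly minus that where labelled YPD was tested as an interaction. All contrasts came from 1 fit of 4 group means to the 16 arrays with limma 3.58.1 (lmFit, contrasts.fit and eBayes) in R 4.3.3, with Benjamini-Hochberg adjustment over the 5267 genes. A gene was called at an adjusted p of 0.05 or less with a change of at least 1.5-fold. The methods of the study used an unpaired t-test at an unadjusted threshold with the same fold change, which was run as an alternative. Gene lists were tested with camera at its preset inter-gene correlation of 0.01, with camera at an estimated correlation, with fry, and by counting members called higher with 2-sided Fisher's exact tests against all other genes tested. Adjustment was over the 10 list tests of both media. The lists were also tested for the interaction, with adjustment over the 5 lists. List medians were also ranked among 10000 random lists of the same size and brightness. The lists were the TCA cycle genes, the genes induced by low iron, the iron uptake genes among these, the genes assigned to Sef1 binding peaks, and those at the 50 highest-ranked peaks, all defined by the study in other samples, and membership alone was used.

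The tests of genes in each comparison and of lists in each strain comparison, the groups, the covariates, the alternatives, the gene lists and the rule for naming genes were fixed before the data were examined. The rule names SEF1 and AFT1, the 5 called genes with the largest rise and the 5 with the largest fall in each strain comparison, the 3 in each direction for the interaction and for the medium effect in WT, and all called members of the TCA cycle and iron uptake lists. Genes named for their size had to have all 4 arrays of one group above the 4 of the other, in at least 1 medium for the interaction. The tests of lists for the interaction, the overlap of the strain effects in both media with its separate fits, marker genes of carbon use and ribosomal protein genes, and all uses of a positive control probe that the array design names E1A, were chosen after the data were seen.

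The fit was tested on simulated data made from the real groups, with 200 of 5267 genes changed. For the strain comparison in YPD it recovered 96% of 2-fold and 100% of 4-fold changes with 4 false calls, and in YPGly 94% and 100% with 2. The interaction recovered 77% and 99% with 5 false calls. For the medium in WT the shares were 94% and 100% with 3 false calls, and in SEF1-VP16 92% and 100% with 3. With no gene changed, the interaction made 1 call and each of the other comparisons made 0. The simulated noise was independent between genes and arrays, with 1 spread per gene in all groups. Real arrays deviated together within their groups, with 39.4% of that variance on 1 axis. These false calls therefore do not measure the error rate on the real arrays.

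The alternatives were quantile normalization, median centring, normexp background correction with an offset of 50, the deposited log2 table, the dimmer probe or the mean of a gene's probes, no filter on dim probes, a filter at a processed signal of 100, array weights, the replicate number as a block, only the 8 arrays compared, other thresholds including 2-fold, and leaving out each array in turn. Normexp was run on the median spot signal and median local background, since a mean spot signal was not used here. The E1A control probe as a covariate was added later. Correlations across arrays used 100000 permutations within groups. Tables were prepared with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9. A genome sequence and annotation were not used here, and other experiments of the study were not analysed here.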

Results

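Transcript levels of the budding yeast *Lachancea kluyveri* were measured on 16 single-colour Agilent arrays, each hybridised with labelled cDNA from 1 culture. The strains were wild type (WT) and SEF1-VP16, in which the transcription factor Sef1 carries the activation domain of the viral protein VP16 at its C-terminal end. Each strain was grown in YPD, a rich medium with glucose, and in YPGly, the same kind of medium with glycerol, with 4 cultures for each strain and medium. Overnight cultures kept at 28 °C were diluted to an optical density of 0.2 and grown for 5.5 h at 30 °C. Every array held 10620 gene probes, and the share well above background lay between 94.5% on WT YPD replicate 4 and 99.95% on WT YPD replicate 3. The 75th percentile of the processed signal lay between 10998 on WT YPD replicate 1 and 24035 on WT YPGly replicate 2, and no gene probe was saturated. The number of arrays per group, 4, limits the precision, and the median residual SD of a gene was 0.17 on the log2 scale. Normalised values of arrays in the same group correlated at 0.977 to 0.996, and no 2 arrays of a group held near-identical values (smallest median absolute log2 difference 0.09). The first principal component held 85.7% of the variance and separated the arrays labelled YPD from those labelled YPGly, while the next components held 4.67% and 2.48%.

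All arrays labelled YPD were on slide 1 and all arrays labelled YPGly on slide 2, so medium and slide cannot be told apart. On each slide the strains occupied different array rows, so strain and array row cannot be told apart either. Genes used for growth on non-fermentable carbon lay higher on the arrays labelled YPD, as described with the medium comparison. The media are therefore named throughout as the labels give them, and every direction between media rests on those labels. Gene symbols are names of *Saccharomyces cerevisiae* orthologs that the study gave for genes it listed as bound or changed. Other genes are given by locus tag, which does not mean that they lack an ortholog. Chromosomal positions were not used here.

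The gene that carries the fusion was examined first. SEF1 (SAKL0F12342g) had a normalised log2 level of −1.86 ± 0.15 in WT and −2.25 ± 0.14 in SEF1-VP16 on arrays labelled YPD (SD, n = 4). On arrays labelled YPGly the levels were −1.77 ± 0.16 and −2.13 ± 0.07 (SD, n = 4). SEF1 transcript thus differed by −0.39 (SE 0.10, adjusted p 0.0338) and −0.36 (SE 0.10, adjusted p 0.0446) in limma, with all SEF1-VP16 arrays below all WT arrays of the same medium. Neither change reached 1.5-fold, so SEF1 was not called, and the other SEF1 probe gave −0.35 and −0.16. AFT1 (SAKL0A04532g), the ortholog of an iron regulator of *S. cerevisiae* whose link to Sef1 the study asked about, was higher in SEF1-VP16. Its level was −2.73 ± 0.26 in WT and −2.02 ± 0.14 in SEF1-VP16 labelled YPD, and −2.19 ± 0.08 and −1.33 ± 0.17 in those labelled YPGly (SD, n = 4). The difference was 0.70 (SE 0.12, adjusted p 0.00213) on arrays labelled YPD and 0.86 (SE 0.12, adjusted p 0.000514) on arrays labelled YPGly. On arrays labelled YPD the AFT1 difference was 0.58 without WT YPD replicate 1 and 0.54 under normexp background correction, both below 1.5-fold.

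**Figure D1:**
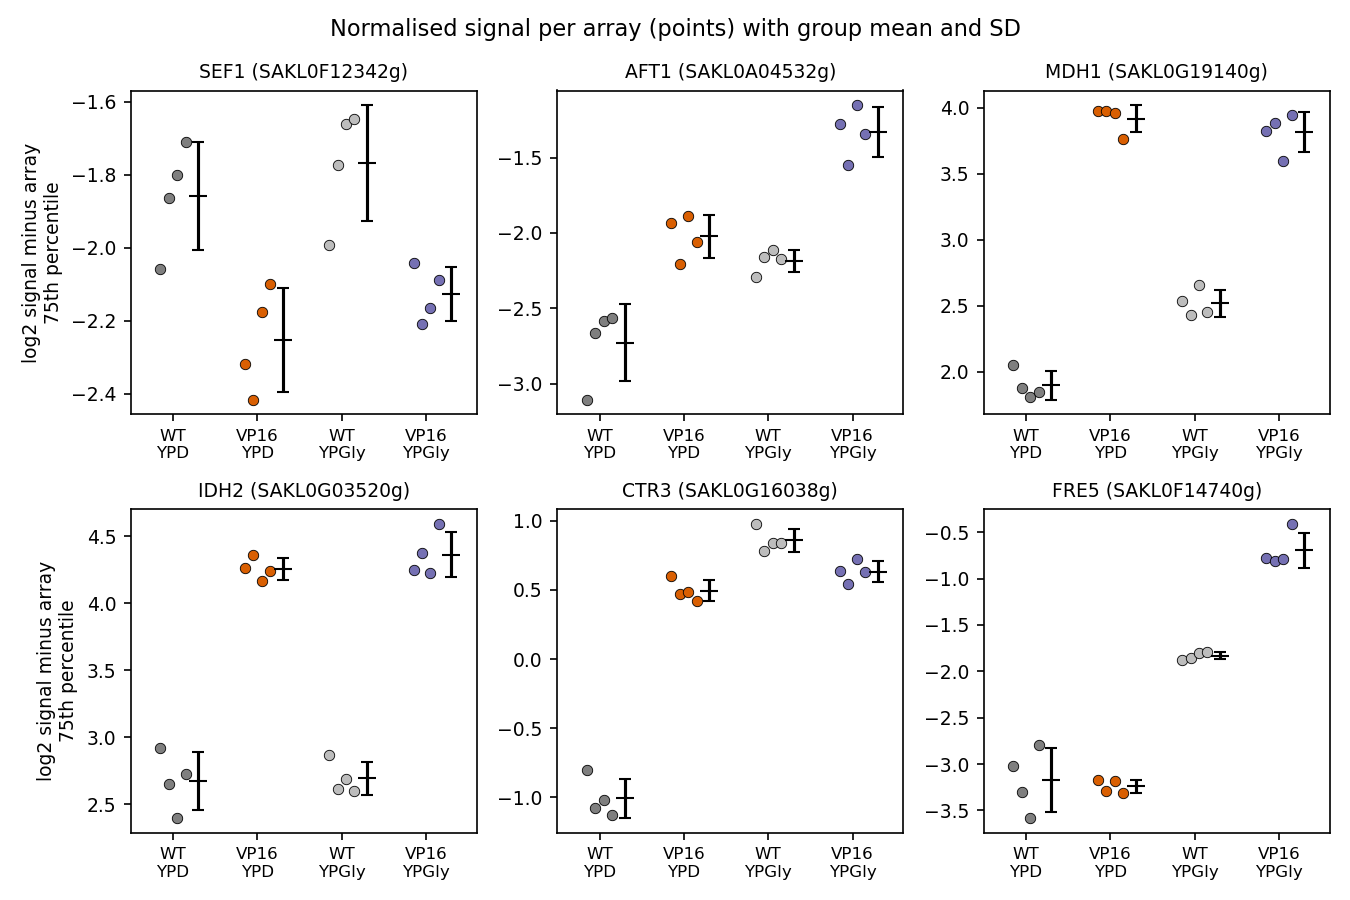
Normalised signal of 6 genes (log2 signal minus the array's 75th percentile) by strain and labelled medium, with 1 point per array and bars for the mean ± SD of 4 arrays. SEF1 lies lower and AFT1, MDH1 and IDH2 lie higher in SEF1-VP16 in both labelled media, while CTR3 rises only where labelled YPD (1.5) and FRE5 is higher only where labelled YPGly (1.14).

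The comparison of strains on arrays labelled YPD asked which genes respond to enhanced Sef1 activity during growth on glucose. Of 5267 genes tested, 112 were called at an adjusted p of 0.05 and a 1.5-fold change, 78 higher and 34 lower in SEF1-VP16. The alternatives moved this count down to 25, with the methods' t-test after Benjamini-Hochberg adjustment (21 higher and 4 lower), and up to 281, with no fold threshold. A fit to only the 8 arrays labelled YPD called 57 genes, so many of the 112 calls rest on the spread shared with the arrays labelled YPGly. At its own unadjusted threshold the methods' t-test called 79 higher and 36 lower. Median centring of the arrays gave 64 higher and 44 lower, against 78 and 34 with the 75th percentile. With the dimmer probe of each gene, 82 of the 112 genes were also called, and 2 of the 112 had an opposite sign. The largest rise was that of UGA4 (SAKL0G14762g), with a log2 change of 2.70 (SE 0.16, adjusted p 2.50e-08). MDH1 (SAKL0G19140g) rose by 2.02 (SE 0.09, adjusted p 1.45e-09). SAKL0D15334g rose by 1.85, SAKL0B05940g by 1.74 and YCR087C-A (SAKL0A00616g) by 1.73, the last being well above background on 3 of 4 WT arrays. The largest falls were those of SAKL0B00154g, at −1.47 with 3 of 4 SEF1-VP16 arrays well above background, and CHA1 (SAKL0C00418g), at −1.30 (SE 0.17, adjusted p 1.78e-04). SPO23 (SAKL0A05632g) changed by −1.14 and THI13 (SAKL0G11968g) by −1.07. SAKL0G13508g was not well above background on any SEF1-VP16 array labelled YPD and was at least 1.43-fold lower there (adjusted p 0.00543), a call lost under quantile normalization, normexp and the dimmer probe. The methods' t-test after Benjamini-Hochberg adjustment retained none of these 5 falls, nor the rises of SAKL0D15334g and YCR087C-A, and SAKL0B00154g was also lost under normexp and SPO23 with array weights.

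On arrays labelled YPGly, the same comparison addressed growth on a non-fermentable carbon source, in which TCA cycle function is needed. It called 121 of 5267 genes, 85 higher and 36 lower in SEF1-VP16. The methods' t-test called 94 higher and 52 lower, and after Benjamini-Hochberg adjustment 78 higher and 34 lower. With the dimmer probe, 79 of the 121 genes were also called, and 2 of the 121 had an opposite sign. The largest rises with a measured fold were those of IDH2 (SAKL0G03520g), at 1.67 (SE 0.11, adjusted p 1.47e-07), and SDH4 (SAKL0H14146g), at 1.55 (SE 0.10, adjusted p 9.64e-08). ACO1 (SAKL0H24046g) rose by 1.52 and UGA4 by 1.5. SAKL0G09372g had a larger fitted change, but it was well above background on 0 of 4 WT arrays and 1 of 4 SEF1-VP16 arrays, so no fold is given. Its call (adjusted p 0.0485) was lost when any of 12 single arrays was left out, with adjusted p between 0.0518 and 0.12. The largest falls were those of the IMA5 orthologs SAKL0A00154g, at −1.40 (SE 0.17, adjusted p 1.07e-04), and SAKL0C00176g, at −1.34 (SE 0.13, adjusted p 1.22e-05). IMA1 (SAKL0C02112g) also changed by −1.34, and the probes of IMA1 and SAKL0C00176g are named in the array design as cross-hybridising with each other. The RGT2 ortholog SAKL0B00264g changed by −1.35 with 2 of 4 SEF1-VP16 arrays well above background, and by −0.00 under normexp, so that its fall rests on the background handling. A further RGT2 ortholog, SAKL0D10450g, changed by −1.23.

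The strain effects on arrays labelled YPD and on those labelled YPGly were set against each other. In both, 29 genes were called higher and 5 lower, and 1 was called in opposite directions. These calls shared 1 estimate of spread per gene, so the overlap was tested in separate fits to the 8 arrays of each medium, which share neither arrays nor that estimate. There 26 genes were called higher in both, against 0.743 expected by chance (Fisher's exact test, two-sided p 1.04e-36), and 3 lower, against 0.136 (two-sided p 2.89e-04). Across the 5267 genes the strain effects correlated at Pearson's r of 0.33 and Spearman's rho of 0.28, where genes are not independent replicates.

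**Figure D2:**
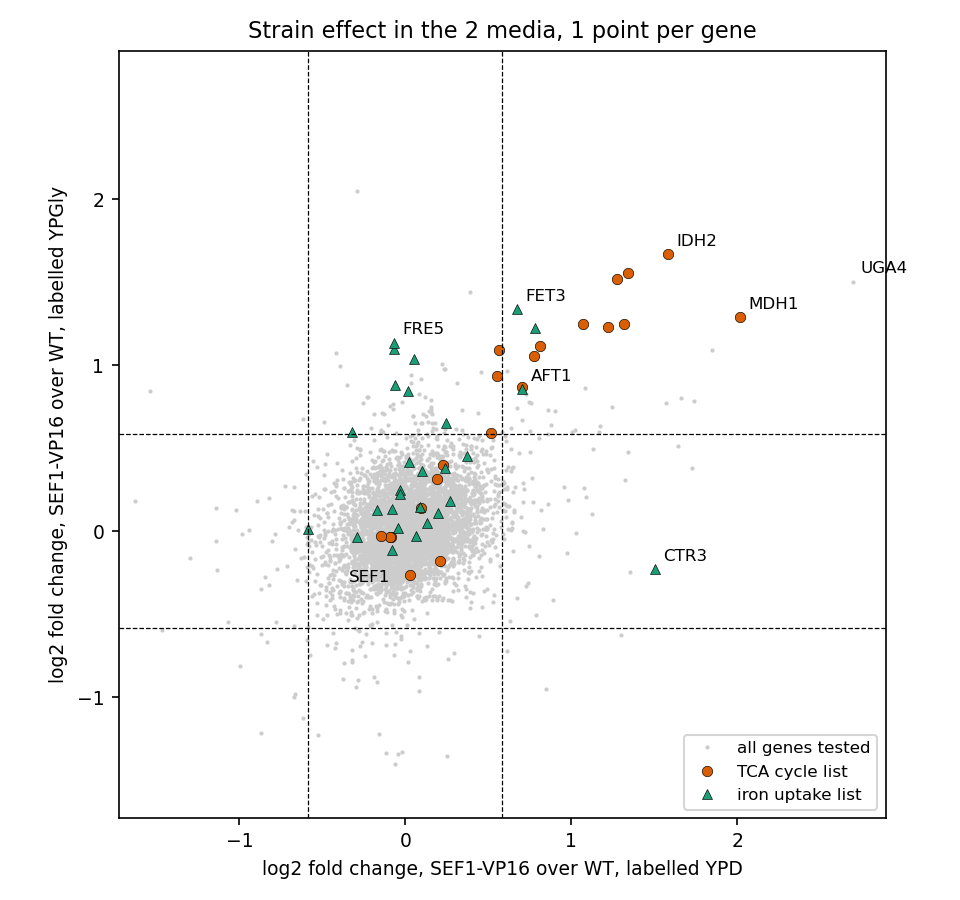
Log2 fold change of SEF1-VP16 over WT on arrays labelled YPD (x axis) and on arrays labelled YPGly (y axis), with 1 point per gene tested, the TCA cycle list as circles, the iron uptake list as triangles and dashed lines at 1.5-fold. Called TCA cycle genes lie at the upper right, whereas several iron uptake genes lie above the upper line with little change where labelled YPD, and CTR3 shows the reverse.

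Lists of genes fixed from other experiments of the study were used to ask whether known targets and pathways moved together. All 21 genes of the TCA cycle list were tested. Their median log2 change in SEF1-VP16 was 0.57 on arrays labelled YPD and 0.93 on arrays labelled YPGly, in each case above those of 10000 random lists of the same brightness (percentile 100), with 18 and 16 members above 0. With camera the adjusted p was 3.25e-15 and 7.70e-17. With fry it was 2.55e-05 and 1.27e-05, and with an estimated inter-gene correlation camera gave 0.0537 and 0.0469, so the first was no longer past 0.05. Genes called higher were over-represented (two-sided Fisher's exact test, adjusted p 1.74e-13 and 1.26e-18). On arrays labelled YPD, 10 members were called higher and 0 lower, which also held adjusted over the list alone, 10 and 0. These were MDH1, IDH2 (1.58), SDH4 (1.34), IDH1 (SAKL0E07876g, 1.32), ACO1 (1.27), KGD1 (SAKL0E08866g, 1.22), FUM1 (SAKL0E00946g, 1.07), SDH3 (SAKL0E04136g, 0.81), KGD2 (SAKL0H15422g, 0.78) and SDH1 (SAKL0G11440g, 0.71). After Benjamini-Hochberg adjustment of the methods' t-test 4 of these calls were left. On arrays labelled YPGly, 13 members were called higher and 0 lower, adjusted over the list alone likewise 13 and 0. They comprised the same 10 genes with IDP3 (SAKL0D08426g, 1.09), SDH2 (SAKL0H25850g, 0.93) and CIT1 (SAKL0D09152g, 0.59, adjusted p 0.0419). The CIT1 call was lost when any of 8 single arrays was left out, at log2 changes down to 0.50 without SEF1-VP16 YPGly replicate 4, and it stood at 0.37 under quantile normalization. Of the list, 18 genes were among those assigned to Sef1 peaks, and every called member was one of these.

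The iron uptake list held genes for iron uptake that low iron induced in other samples of the study. Of its 29 genes, 28 were tested. On arrays labelled YPD the list median was 0.04, at percentile 59.2 of random lists (camera adjusted p 0.0877, fry adjusted p 0.00709, camera with an estimated correlation 0.476). The dimmer probe of each gene gave a median of 0.10, and the camera result then passed the threshold. Leaving out WT YPD replicate 1, WT YPD replicate 4 or SEF1-VP16 YPD replicate 3 likewise took it past the threshold, at medians of 0.10, 0.05 and 0.05. Here 4 members were called higher and 0 lower, adjusted over the list alone also 4 and 0 (two-sided Fisher's exact test for higher calls, adjusted p 7.73e-04). They were CTR3 (SAKL0G16038g), at 1.5 (SE 0.08, adjusted p 1.39e-08), SIT1 (SAKL0C12122g, 0.78), AFT1 and FET3 (SAKL0B12056g, 0.67). The FET3 change was 0.55 without SEF1-VP16 YPD replicate 4, below 1.5-fold, and AFT1 was below it without WT YPD replicate 1 (0.58). After Benjamini-Hochberg adjustment of the methods' t-test, CTR3 and SIT1 were called.

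On arrays labelled YPGly the iron uptake median was 0.31, at percentile 100 (camera adjusted p 6.30e-11, fry adjusted p 5.31e-06, camera with an estimated correlation 0.0152). There 10 members were called higher and 0 lower, adjusted over the list alone 10 and 0 (two-sided Fisher's exact test for higher calls, adjusted p 1.21e-11). The largest changes were FET3, at 1.34 (SE 0.11, adjusted p 3.05e-06), and SIT1, at 1.23 (SE 0.08, adjusted p 9.64e-08). FRE5 (SAKL0F14740g) rose by 1.14, FRE4 (SAKL0F14718g) by 1.1, FTR1 (SAKL0H18920g) by 1.04, FRE2 (SAKL0F14784g) by 0.88, AFT1 by 0.86 and CTH1 (SAKL0H15334g) by 0.84. ARN1 (SAKL0F00792g) was called at 0.65 (adjusted p 0.0405), and the call was lost when any of 7 single arrays was left out, with 0.45 without WT YPGly replicate 1. CCC2 (SAKL0G01650g) was called at 0.60 and was below 1.5-fold without any of 3 single arrays, with 0.55 without SEF1-VP16 YPGly replicate 4. FRE2 was not called under quantile normalization, nor ARN1 with the dimmer probe. In all, 11 members were called higher in at least 1 labelled medium and 3 in both. Of the 4 members assigned to a Sef1 peak, 1 was called where labelled YPD and 3 where labelled YPGly. Of the 24 other members, 3 and 7 were called.

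The wider list of genes induced by low iron, with 111 of 114 genes tested, had median changes of −0.04 where labelled YPD and −0.01 where labelled YPGly (camera adjusted p 0.174 and 0.747, fry adjusted p 0.647 and 0.303), at percentiles 0.49 and 30.7 of random lists. On arrays labelled YPGly its mean was 0.02, so median and mean differed in sign. There 11 members were called higher and 6 lower, adjusted over the list alone 11 and 6, and where labelled YPD 4 and 4 on both counts. Genes called higher were over-represented where labelled YPGly (two-sided Fisher's exact test, adjusted p 1.60e-06) and not where labelled YPD (adjusted p 0.0814), and 10 of those 11 are the called members of the iron uptake list, which is part of this list. Of the genes assigned to Sef1 peaks, 718 of 757 were tested. Their medians were 0.00 and 0.05 (camera adjusted p 0.726 and 0.178), although genes called higher were over-represented. Where labelled YPD, 44 members were called higher and 9 lower, adjusted over the list alone 45 and 9, and the two-sided Fisher's exact test for the higher calls gave an adjusted p of 1.26e-18. Where labelled YPGly, 30 were called higher and 5 lower, adjusted over the list alone 33 and 5, and the same test for the higher calls gave 4.32e-07. Lower calls were not tested for over-representation. Genes at the 50 highest-ranked peaks, 53 of 56 tested, had medians of 0.42 and 0.34 (camera adjusted p 1.53e-16 and 8.98e-16, fry 5.31e-06 for both, estimated correlation 0.0152 for both). Of these, 19 and 16 were called higher and 0 lower, adjusted over the list alone 21 and 17 (two-sided Fisher's exact test, adjusted p 1.36e-21 and 1.12e-16). Where labelled YPD, the methods' t-test after Benjamini-Hochberg adjustment called 13 members of the Sef1-bound list and 6 at these peaks higher. Among the genes called higher, 44 of 78 and 30 of 85 were assigned to a Sef1 peak, and 64 and 62 lay outside both the TCA cycle and iron uptake lists.

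Whether the strain effect depended on the labelled medium was tested as an interaction, the effect where labelled YPGly minus that where labelled YPD. It called 60 of 5267 genes, 34 with a higher and 26 with a lower value where labelled YPGly. Median centring gave 48 and 23. Single arrays moved this count, to 26 without WT YPGly replicate 2 and to 98 without WT YPD replicate 3. An unadjusted p with a 1.5-fold change called 209. Of 59 called genes with a further probe, 24 were also called with the dimmer probe and 0 had an opposite sign. The largest differences were BIO3 (SAKL0H11528g), at −1.93 (SE 0.19, adjusted p 6.49e-05), and CTR3, at −1.73 (SE 0.12, adjusted p 6.04e-07). Both kept their calls without any single array. The RGT2 ortholog SAKL0B00264g differed by −1.60 (adjusted p 0.025), was lost without any of 4 single arrays and stood at −0.20 under normexp. On the other side, YHR022C (SAKL0G11154g) differed by 1.49 (adjusted p 0.0329), FRE5 by 1.20 (adjusted p 0.00500) and FRE4 by 1.17 (adjusted p 0.0349). The calls of YHR022C and FRE4 were lost without any of 9 and 10 single arrays, and those of FRE5 and FRE4 with the dimmer probe. The iron uptake list had a median difference of 0.26, with 22 of 28 members larger where labelled YPGly (camera adjusted p 4.13e-06, fry adjusted p 0.0166, estimated correlation 0.0737). The TCA cycle list had a median difference of 0.12 (camera adjusted p 0.373), and no difference was called for the low-iron-induced list (0.05, adjusted p 0.332), the Sef1-bound list (0.01, adjusted p 0.645) or the genes at the 50 highest-ranked peaks (0.05, adjusted p 0.645).

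The medium comparison within each strain asked how carbon source changes expression, and on these slides it cannot be told apart from a slide difference. In WT, 2522 genes were called, 1442 higher and 1080 lower where labelled YPGly. In SEF1-VP16, 2446 were called, 1399 higher and 1047 lower. The methods' t-test called 1383 higher and 1053 lower in WT, and 1347 and 1035 after Benjamini-Hochberg adjustment. In SEF1-VP16 it called 1400 and 1040, and 1397 and 1032 after adjustment. The median of all genes in WT was 0.15 with the 75th percentile and 0.04 with median centring, under which 1170 genes were called higher and 1264 lower. The largest rises in WT were YPL272C (SAKL0E00792g), at 7.19 with 2 of 4 WT arrays labelled YPD well above background, ALD5 (SAKL0F09108g), at 5.97 (SE 0.15, adjusted p 5.69e-15), and SAKL0G10780g, at 5.91. The largest falls were SAKL0A03696g, at −10.95, CIT3 (SAKL0B02926g), at −10.20, and JEN1 (SAKL0F02178g), at −9.43 (SE 0.20, adjusted p 5.67e-16).

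The fall of JEN1, whose *S. cerevisiae* ortholog imports lactate, led to a check of the medium labels with marker genes chosen after these values were seen. These were found by symbol, so their classes are not complete. Of 16 genes for non-fermentable carbon use, 14 were called lower and 1 higher where labelled YPGly in each strain. Their median was −3.75 in WT and −3.76 in SEF1-VP16, and −3.90 and −3.89 relative to the median of all genes. By class, the medians in WT were −1.54 for 3 glycerol use genes, −2.86 for 5 genes of gluconeogenesis and the glyoxylate cycle, −6.56 for 5 genes of acetate and lactate use, and −4.81 for 3 genes of peroxisomal beta-oxidation. In SEF1-VP16 they were −1.23, −2.49, −6.80 and −5.39. These 4 class directions held under the 75th percentile, median centring and quantile normalization. The exceptions among single genes were a further JEN1 ortholog, SAKL0D04510g, which rose by 2.63 and 3.86, and MLS1, which was not called. Of 53 cytosolic ribosomal protein genes, 44 in WT and 46 in SEF1-VP16 were called higher where labelled YPGly and 0 lower, with medians of 0.95 and 0.99, or 0.80 and 0.86 relative to all genes. Under median centring 1 of the 53 had a negative sign in WT.

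**Figure D3:**
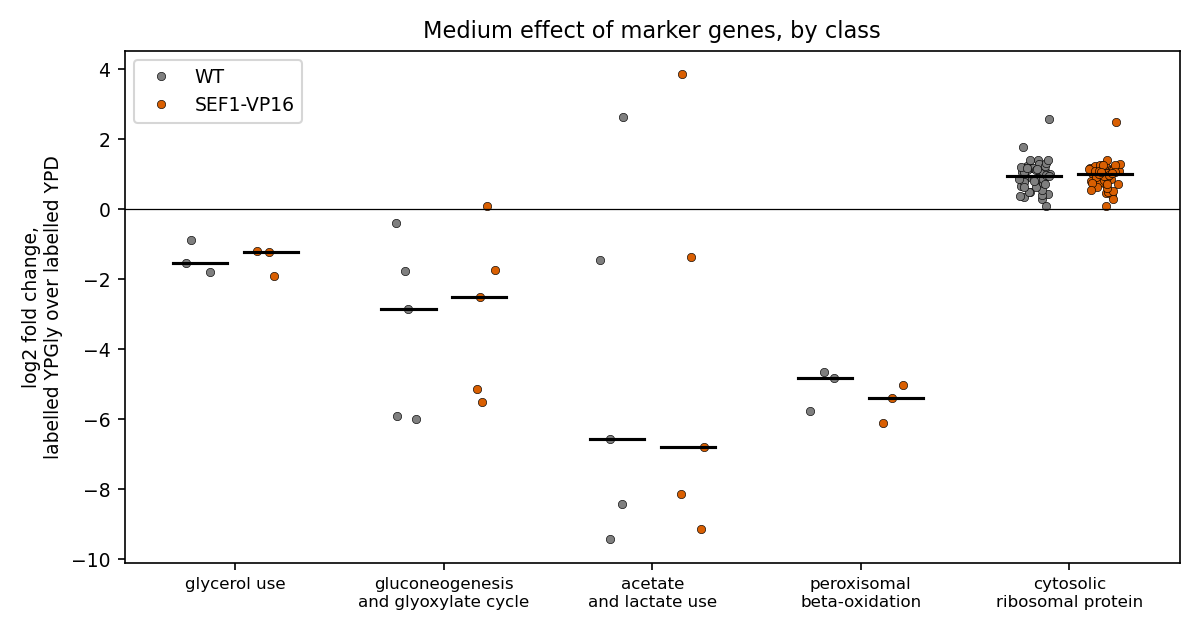
Log2 fold change of marker genes on arrays labelled YPGly over arrays labelled YPD, by class, in WT (grey) and SEF1-VP16 (orange), with 1 point per gene and a line at the class median. The classes of non-fermentable carbon use lie below 0 at their medians (WT −1.54 to −6.56) and ribosomal protein genes lie above it (0.95), and these class directions hold under the 75th percentile, median centring and quantile normalization.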

Values the study reported

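The study reported 85 genes raised in SEF1-VP16 in YPD and 92 in YPGly. Among the raised genes it counted 12 related to iron uptake.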

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

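The control probe as a covariate, the sign of the interaction on the further probe, the difference of the iron uptake list between media, and the count of far-lying values on arrays at an end of the control probe's range were tests chosen only after the result was seen.

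The strain effect differed between arrays labelled YPD and YPGly for 60 genes in the interaction test, so these merit another look. Several genes named here were among them. The strain effect was larger where labelled YPD for UGA4 (−1.19 for YPGly minus YPD), MDH1 (−0.73), SAKL0B05940g (−0.96) and CTR3 (−1.73). It was lower where labelled YPGly for IMA5 (SAKL0A00154g −1.34 and SAKL0C00176g −1.22), IMA1 (−1.30), RGT2 SAKL0B00264g (−1.60), BIO3 (−1.93) and YPL272C (−1.08). It was higher there for CHA1 (1.14), FRE4 (1.17), FRE5 (1.20), CCC2 (0.92), CTH1 (0.83), FTR1 (0.99) and YHR022C (1.49). In limma, CTH1 and IMA1 lost their calls when any of 13 single arrays was left out, with adjusted p up to 0.109 and 0.0943. FRE4 lost its call without any of 10 arrays, YHR022C without any of 9, CHA1 and YPL272C without any of 6, and RGT2 without any of 4. UGA4, MDH1, SAKL0B05940g, CTR3, BIO3, FRE5, CCC2, FTR1 and both IMA5 genes kept theirs without any single array, though UGA4 lost its call under quantile normalization and FRE5 and the IMA5 gene SAKL0C00176g with the dimmer probe. YPL272C was not well above background on any SEF1-VP16 array labelled YPD, so its difference is a fitted value near background.

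Several technical explanations were weighed for these 60 genes. Array scaling alone is not sufficient, since 55 of the 60 were also called under quantile normalization. An array-wide deviation shared with the control probe is not sufficient either, since all 60 remained called with that probe as a covariate, which raised the count to 144. Signal near background applies to few of them, since 57 of the 60 were well above background on every array. Other splits of the arrays gave as many calls in 4 of 100 drawn, the real one included, and the largest of these other counts was 269. The real count was thus not the largest. These splits leave the strain effect in the data and can turn it into an apparent difference between media. They therefore cannot decide about chance, which is not firmly excluded for the real count. The choice of probe is not sufficient, since the further probe of 59 of these genes gave the opposite sign for 0 (two-sided exact binomial test, p 3.47e-18), with a median difference in the called direction of 0.77 against 0.86 on the probe used. Genes are not independent and both probes were read on the same arrays, so this p overstates the evidence. A deviation of whole arrays would also show on both probes. Single calls do depend on the choice of probe, since 24 were also called with the dimmer probe. A shift shared by all arrays of a slide cancels in the interaction. What stays open is a strain difference that depends on the slide, for example through the array rows that separated the strains. That cannot be told apart from a dependence on the medium. A dependence of Sef1-VP16 action on carbon source is a candidate explanation that these arrays leave open, and its direction rests on the medium labels.

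The iron uptake list had a median strain effect that was larger by 0.26 where labelled YPGly, which is a difference between the labelled media. Other splits gave a median difference as far from 0 in 13 of 100. These splits leave the strain effect in the data and can turn it into an apparent difference between media. They therefore cannot decide about chance, which stays open for the list median. The list passed camera and fry but not camera with an estimated correlation (adjusted p 0.0737, with 3.57e-07 to 0.0737 over the alternatives). No biological explanation was tested for the list beyond Sef1 binding.

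A single array lay far from the other 3 of its group, by Dixon's ratio of the gap to the range, for 9 of 137 groups of named-gene values past the 95% critical value for 4 arrays. The ratio was 0.917 for MDH1 and 0.875 for CHA1, both lowest on SEF1-VP16 YPD replicate 4. For RGT2 SAKL0D10450g it was 0.853, highest on WT YPGly replicate 3, and for IDH1 0.849, highest on WT YPD replicate 1. SIT1 gave 0.878, highest on WT YPD replicate 2, and 0.830, lowest on WT YPGly replicate 1. SDH3 gave 0.916, highest on WT YPGly replicate 1. FRE5 gave 0.919, highest on SEF1-VP16 YPGly replicate 4, and CTH1 0.863, highest on SEF1-VP16 YPGly replicate 3. Chance alone gives about 1 in 20 such groups, 6.85 of 137, and 9 exceeds that by no more than chance allows (one-sided exact binomial test, p 0.248). Chance may therefore account for these 9 values. Of them, 5 fell on arrays at an end of the control probe's range in their group and 4 on other arrays, numbers too few to tell whether that deviation contributed. In the strain comparisons, each of these genes that was called kept its call without the array named for it. No biological explanation was tested for single arrays.

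The share of probes well above background was also far from the others on SEF1-VP16 YPD replicate 3 (98.4%, ratio 0.833) and on SEF1-VP16 YPGly replicate 4 (98.4%, ratio 0.831). These were 2 of 12 such groups of array measures. No cause was tested for these shares.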

How the results depend on the processing

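The control probe as a covariate, the count of genes called in both media, the difference of the iron uptake list between media, and the alternatives for the counts of called list members were chosen only after the data were seen.

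With no fold threshold, 281 genes were called where labelled YPD, 348 where labelled YPGly and 3683 for the medium in SEF1-VP16, and SEF1 then passed, at −0.39 and −0.36. With a 2-fold threshold the counts were 34 and 29 for the strain comparisons, 21 for the interaction, and 1282 and 1219 for the medium in WT and SEF1-VP16, and AFT1 (0.70 and 0.86) did not pass. These follow from the thresholds themselves. An unadjusted p called 209 genes for the interaction. A fit to only the 8 arrays compared called 57 genes where labelled YPD, all among the 112, but 142 where labelled YPGly, with 119 of the 121. The log2 changes are the same in that fit, so the counts differ through the estimate of spread. The main fit shares that estimate over all 4 groups, and whether the groups differ in spread was not tested. The methods' t-test after Benjamini-Hochberg called 25 where labelled YPD, without AFT1 (0.70). It too keeps the log2 changes and uses each gene's own spread on the 8 arrays alone. The control probe as a covariate raised the interaction to 144, and the cause was not tested.

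Scaling and background left the directions of the 5 counts' majorities in place except for the medium in WT, which had 1170 genes higher and 1264 lower under median centring. Quantile normalization called 97 of the 112 genes where labelled YPD, 104 of the 121 where labelled YPGly and 55 of the 60 of the interaction. Normexp gave 70 higher and 28 lower where labelled YPD, and 113 and 21 where labelled YPGly. Under normexp AFT1 where labelled YPD was 0.54, below 1.5-fold, and the cause was not tested. The deposited log2 table called the same 112, 121 and 60 genes. With the dimmer probe 82, 79 and 24 of them were called.

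The iron uptake list where labelled YPD was the list most open to these choices. Camera passed the threshold under normexp (median 0.044), the dimmer probe (0.099), the mean of the probes (0.058) and on the statistics of the methods' t-test (0.038 under both of its thresholds), with adjusted p between 0.00312 and 0.629 over its alternatives. Its median was below 0 under quantile normalization and median centring, without passing the threshold. The cause was not tested. The TCA cycle list where labelled YPD (0.57) did not pass with an estimated correlation, at adjusted p 0.0537. The other list results of both media kept their direction and their side of the threshold, except that the low-iron-induced list where labelled YPGly and the Sef1-bound list where labelled YPD, neither past the threshold, had medians on either side of 0.

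Leaving out each array in turn gave 88 to 151 calls where labelled YPD, 85 to 133 where labelled YPGly, 2466 to 2598 for the medium in WT and 2379 to 2486 in SEF1-VP16. The interaction ranged from 26 without WT YPGly replicate 2 to 98 without WT YPD replicate 3. AFT1 where labelled YPD ranged from 0.58, without WT YPD replicate 1, to 0.77. The iron uptake median where labelled YPD ranged from −0.021 to 0.103. The TCA cycle medians ranged from 0.49 to 0.70 and from 0.89 to 0.97, and the iron uptake median where labelled YPGly from 0.29 to 0.33. Genes called higher in both media numbered 27 to 31.

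Under the other settings the 29 genes called higher in both media became 9 with a 2-fold threshold, 14 with the methods' t-test after Benjamini-Hochberg and 51 with no fold threshold, and between 26 and 34 otherwise. That t-test also took the members called higher where labelled YPD from 44 to 13 for the Sef1-bound list, from 19 to 6 for the 50 highest-ranked peaks, from 10 to 4 for the TCA cycle list, and from 4 to 2 for the iron uptake and for the low-iron-induced list. The dimmer probe gave 7 for the last, and the cause of that was not tested.

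For 74 results of single named genes, 984 of 1058 values under the 15 settings that can lose a call kept it, 74 lost it and 0 changed direction. The 3 settings that only relax a threshold or remove no gene are left out of this count. Without single arrays, 1092 of 1184 kept it and 92 lost it. In all, 36 of the 74 kept it throughout.

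Arrays with the same replicate number did not deviate together (correlations of deviations from −0.55 to 0.41), so the numbers do not pair cultures. The replicate number as a block called 114 and 123 genes in the strain comparisons, 75 for the interaction, and 2531 and 2451 for the medium, and left the list and AFT1 calls in place. ARN1 had an adjusted p of 0.0525 with the block, within 0.00647 to 0.117 over its alternatives.

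A slide block gives no separate value: the group means absorb it for the strain comparisons and the interaction, and it cannot be told apart from the medium. For the interaction, the fit to 8 arrays and the methods' t-test were not run. No probe was saturated, so leaving out saturated probes removed no gene and says nothing about stability. Signal over background limits values of dim genes: SAKL0G13508g, SAKL0G09372g and RGT2 SAKL0B00264g lost calls under normexp.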

Other observations

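The tests of exchanged medium labels, of used-up glucose, of slide brightness for the marker genes, of the control probe against the first component, and of Sef1 binding at iron uptake genes were chosen only after the result was seen.

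Genes for non-fermentable carbon use lay higher on the arrays labelled YPD than on those labelled YPGly, and this held in both strains. Of 16 such genes, 14 were called lower in WT where labelled YPGly, while the ribosomal protein genes found by name had a median of 0.95 there. Slide brightness or scaling does not account for this, since the median of the 16 genes was −3.80 under quantile normalization, far beyond the shift of all genes (0.09). An exchange of the medium labels between the slides may explain the pattern, as it predicts both directions. Glucose used up in the cultures labelled YPD after 5.5 h could do so too, and predicts low ribosomal protein genes there as well, so the 0.95 does not separate it from an exchange of labels. The methods of the study place the harvest of these cultures in early log phase, which speaks against used-up glucose. Neither cell density at harvest nor glucose was examined here. Each slide held 1 labelled medium, which keeps these explanations open. The comparisons between strains were made within a slide and do not depend on this, but the medium named for each, and the direction of the interaction, stay open.

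Within the groups, arrays deviated along 1 main axis. The first component of the deviations from the group means held 39.4% of their variance over 5116 genes, and it was set against the normalised signal of the positive control probe E1A (20 spots per array). Pearson's r was 0.89 (permutation p 7.70e-04, adjusted 0.00308) and Spearman's rho 0.81 (permutation p 0.00328, adjusted 0.00656) over 16 arrays. Without the 2 arrays farthest out r was 0.82. Within the 8 arrays labelled YPD r was 0.91 (permutation p 0.034, adjusted 0.034), and within the 8 labelled YPGly 0.87 (permutation p 0.0211, adjusted 0.0281), with 4 relations tested. A candidate explanation is an array-wide technical deviation, such as a difference in labelling or hybridisation, since a control probe outside the gene probes followed it. The mean control signal was 2.96 and 2.91 in WT and SEF1-VP16 labelled YPD, and 2.86 and 2.94 where labelled YPGly, so it was spread within the groups rather than between them. What the control measures in these hybridisations was not tested.

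Iron uptake genes rose in SEF1-VP16 where labelled YPGly beyond those assigned to a Sef1 peak. Of 24 members outside the Sef1-bound list, 7 were called higher (29.2%), against 1.06% of 4525 other genes outside that list (odds ratio 38.2, two-sided Fisher's exact test, p 7.53e-09). Sef1 binding at each risen gene therefore cannot be the whole of it, as far as the peak list goes. An indirect route, for example through AFT1, which is itself bound and higher, is not tested by these arrays. The 7 genes are compatible with it and with others. The study tested the AFT1 route by other means. It reported that deleting AFT1 abolished the rise of a FET3 promoter reporter in SEF1-VP16. With qPCR it also reported Aft1-dependent rises of SIT1 and FTR1.

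The TCA cycle rise where labelled YPGly is not a general shift of bright genes, since the list median lay at percentile 100 of random lists of the same brightness.

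The real grouping was ranked among other splits of the same arrays. For the counts of calls, a count as large came in 1 of 35 splits, the real one, for both strain comparisons and both medium comparisons. That is the strongest rank that 35 splits can give, and ranks were not adjusted over the patterns tested. The other splits mix the 2 groups, so a real difference widens their spread and lowers their counts. Ranking first therefore speaks against chance but does not exclude it. The next largest count was 78 where labelled YPD. For the list medians where labelled YPD, a result as large came in 1 of 35 splits for the TCA cycle and for the genes at the 50 highest-ranked peaks. For the TCA cycle the margin was narrow, with a median of 0.57 against 0.55 in the next split. Chance cannot be excluded there for the iron uptake (24 of 35), low-iron-induced (11 of 35) and Sef1-bound lists (33 of 35). Where labelled YPGly it came in 1 of 35 for the TCA cycle, iron uptake and highest-ranked peak lists, with next values of 0.57, 0.22 and 0.22 against 0.93, 0.31 and 0.34, whereas for the low-iron-induced list (25 of 35) and the Sef1-bound list (2 of 35) chance cannot be excluded.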
